A study of Mus musculus with 32 samples. Its data were reported in "Targeting GRPR for sex hormone-dependent cancer after loss of E-cadherin" (2025).

How the data were processed

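RNA of 32 primary mouse melanomas was measured by sequencing of polyadenylated transcripts. The mice carried an NRAS oncogene expressed in melanocytes and lacked 1 copy of the tumour suppressor gene Cdkn2a. Tumours named Ecad came from mice with intact Cdh1, the gene of the adhesion protein E-cadherin, and tumours named ΔEcad from mice in which a Cre recombinase deletes Cdh1 in melanocytes. The labels gave 4 groups of 8 tumours, both genotypes in both sexes, and groups were taken from the labels alone.

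The authors prepared stranded paired-end libraries, mapped the reads with STAR to GRCm38 with the GENCODE M13 annotation, and deposited a table of raw counts per gene and a table of TPM (transcript abundance scaled for gene length and for the total of the tumour). They describe batch correction where it applied, without saying whether these tumours were corrected. The deposited counts were whole numbers. For 996 genes with over 2000 counts in every tumour, the ratio of count to TPM followed 1 length per gene within 0.0698%, so the TPM table was the count table rescaled. The counting is not stated to use the strand, so named genes that overlap others on either strand are given as uncertain. Each table held 50600 genes. Symbols and coordinates came from GENCODE M21 on GRCm38, which named 50376 of the gene identifiers and left 224 without a symbol.

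Total counts per tumour ranged from 24036333 to 63923086. A count of 0 allows up to 3 counts. Such floors cover counting error only, since the reads carry no molecular identifiers. The highest correlation between any pair of tumours was 0.974, between Ecad male 5 and ΔEcad female 7, and no library was treated as a duplicate.

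Differential expression was tested on the counts with edgeR 4.0.16 (two-sided quasi-likelihood test, robust estimation, TMM factors, filterByExpr by group), in 1 model of all 32 tumours with a coefficient per group. The filter kept 17717 genes, and the common dispersion was 0.624. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The standard error (SE) of a fold change was derived from its test statistic. Comparisons were ΔEcad against Ecad within each sex, female against male within each genotype, and the interaction of genotype and sex. On counts simulated for 17717 genes with 200 changed, 91.3% of the genes changed by 4 on the log2 scale and 64.6% of those changed by 2 were called, and 4 unchanged genes were called.

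Gene lists were scored in each tumour as the mean log2 CPM over the list, with a prior count of 1. The 8 signature lists were those in the methods of the study (YAP1 activation, oestrogen receptor (ER) activation, invasive, neural crest-like, pigmentation, starved-like and anoikis resistance) and the beta-catenin targets it names. Groups were compared by two-sided exact permutation over 12870 splits, and the interaction by 100000 permutations of sex within genotype, with Benjamini-Hochberg adjustment over 40 tests. Permuting sex assumes no sex effect in either genotype, so the interaction p is not exact where the sexes differ. In tests on simulated data, of 200 comparisons shifted by 2 SD, 185 had a p under 0.05, and of 200 unshifted ones 13 did. Another 12 lists held markers of cell types (keratinocyte, hair follicle, melanocytic, macrophage, T cell, B cell, fibroblast, endothelial, skeletal muscle, adipocyte, Schwann and red blood cell). Relations of Grpr within the ΔEcad females were tested by two-sided exact permutation over 40320 orders, with adjustment over 5 relations, and relations of Grpr and Cdh1 with the keratinocyte score in the same way over 3.

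Tests, lists, alternatives and the rule for named genes were fixed before the data were examined, except where said otherwise. Named were Cdh1, Grpr, sex-linked genes (Xist, Ddx3y, Uty, Kdm5d, Eif2s3y), hormone receptor genes (Esr1, Esr2, Gper1, Pgr), beta-catenin targets (Apcdd1, Axin2, Nkd1, Notum, Sp5), Grp, Yap1, and for each comparison the 5 called genes with the smallest p in each direction. Of the fixed list, 1 gene is not reported here, though it stayed in the adjustment over the list, which covered 16 tested genes. Alternatives were DESeq2 1.42.0, limma 3.58.1 (voom with quality weights, or log2 TPM), other size factors and filters, only the tumours compared, estimation without robustness, the tumour number as a block, marker scores as covariates, each tumour left out, other thresholds and other ways to score lists. R 4.3.3 and Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) were used.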

Results

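Gene expression was measured in 32 primary melanomas, 8 for each genotype and sex. Total counts were 34098637 ± 3320768 in Ecad males, 40739991 ± 14518262 in Ecad females, 33077547 ± 3789552 in ΔEcad males and 37844924 ± 6047641 in ΔEcad females (SD, n = 8 each).

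The targeted gene, Cdh1 (ENSMUSG00000000303, chromosome 8, 106603351 to 106670246, GRCm38), was examined first. In males, Cdh1 was at 145.8 ± 87.5 TPM in Ecad and 13.1 ± 21.7 TPM in ΔEcad tumours (SD, n = 8 each). Without ΔEcad male 3, at 65.2 TPM, the ΔEcad mean was 5.59 TPM. The log2 fold change was -3.33 (SE 0.96), with an edgeR adjusted p of 0.365 over all genes and 0.0116 adjusted over the list alone. In females, Cdh1 was at 50.5 ± 52.9 TPM in Ecad and 55.2 ± 54.1 TPM in ΔEcad tumours (SD, n = 8 each), and the log2 fold change of -0.002 (SE 0.87, edgeR adjusted p 0.999) was far within the spread. Cdh1 ranged from 0.17 to 143.2 TPM among the libraries labelled ΔEcad female, so Cdh1 RNA in bulk tissue did not separate the female genotypes, and directions in females rest on the labels. The interaction for Cdh1 was 3.32 (SE 1.27, edgeR adjusted p 0.154).

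Sex-linked genes were compared with the sex labels. Xist was at 89.9 ± 71.1 TPM in Ecad females and 70.7 ± 33.2 TPM in ΔEcad females (SD, n = 8 each). The library labelled ΔEcad male 2 had 6.41 TPM of Xist, against at most 0.2 TPM in the other males, and 0 counts over Ddx3y, Uty, Kdm5d and Eif2s3y, against 1459 to 8800 in the other males. It was kept under its label, and the male ΔEcad values include it.

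Female ΔEcad and Ecad tumours were compared to find what the loss of E-cadherin changes in females. The edgeR test called 213 of 17717 genes, 205 higher and 8 lower in ΔEcad. At an unadjusted p under 0.05 there were 2719 genes, against an average of 885.9 were no gene changed. However, 9 of 100 splits of the same tumours, the real one included, gave as many, so this excess alone does not set the genotypes apart. The largest shift in this number was with DESeq2, which called 1281 genes, while limma voom called 1.

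Grpr, the gene of the gastrin-releasing peptide receptor (ENSMUSG00000031364, chromosome X, 163513904 to 163549677), had the smallest p. It was at 88.9 ± 99.1 TPM in ΔEcad females and 0.0725 ± 0.132 TPM in Ecad females (SD, n = 8 each). Counts were 125 to 9444 in ΔEcad females and 0 to 10 in Ecad females, 6 of which were at or under 3 counts. Without Ecad female 5, at 0.34 TPM, the Ecad female mean was 0.0343 TPM. The log2 fold change was 10.20 (SE 1.36, edgeR adjusted p 0.00034), and every tumour labelled ΔEcad female lay above every Ecad female. The library labelled ΔEcad male 2, which had 0 counts over the Y genes, had 7 Grpr counts (0.18 TPM). That lies under Ecad females 4 and 5, at 0.22 and 0.34 TPM, so the full separation depends on the sex label of that library. The highest value, 262.9 TPM, belonged to ΔEcad female 3, which had 0 counts of haemoglobin genes. Without it the log2 fold change was 9.76, and 483 genes were called. In males, Grpr was at 0.974 ± 1.74 TPM in ΔEcad and 0.0737 ± 0.0641 TPM in Ecad tumours (SD, n = 8 each), a log2 fold change of 3.63 (SE 1.09) with an edgeR adjusted p of 0.382 over all genes and 0.0116 adjusted over the list alone. Without ΔEcad male 7, at 5.14 TPM, the mean of the ΔEcad males was 0.379 TPM. The interaction was 6.56 (SE 1.595), with an edgeR adjusted p of 0.0526 over all genes and 0.00419 adjusted over the list alone. It passed the threshold with DESeq2 (6.62, adjusted p 0.0017, in a range of 0.0017 to 0.104 over its alternatives).

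**Figure D1:**
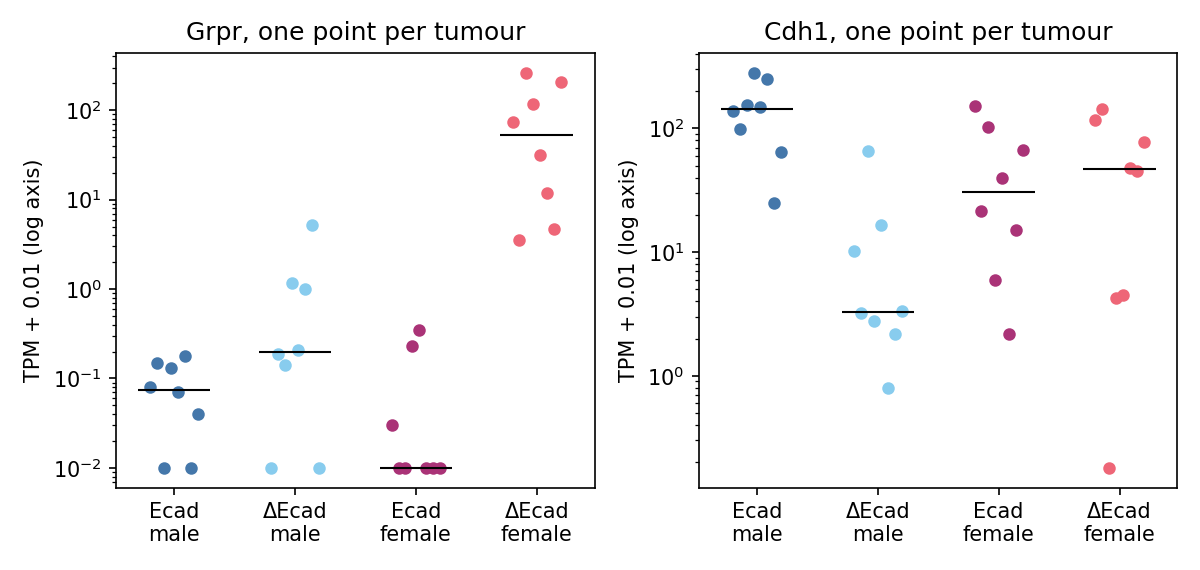
TPM of Grpr and Cdh1 in each tumour on a log axis, with 0.01 added so that 0 can be drawn; points are tumours and lines are group medians. Grpr in ΔEcad females lies between 3.52 and 262.9 TPM, above every Ecad female, and the female groups overlap for Cdh1.

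Of the other genes higher in ΔEcad females, those with the smallest p were Akr1c14, Krt4, Rasl11a and Rnase4, each with an edgeR adjusted p of 0.0393 or 0.0394. Akr1c14 (chromosome 13, 4049011 to 4090688) rose from 0.188 ± 0.129 to 2.43 ± 2.00 TPM, and Rnase4 (chromosome 14, 51091077 to 51106151) from 37.1 ± 8.89 to 133.4 ± 107.6 TPM (SD, n = 8 each). Akr1c14 overlaps Gm18857 and Rnase4 overlaps Ang, so both are uncertain. Rasl11a (chromosome 5, 146845071 to 146847726) rose from 1.51 ± 0.806 to 18.6 ± 35.6 TPM, with 106.5 TPM in ΔEcad female 3 and a mean of 6.06 TPM without it. Krt4 (chromosome 15, 101918535 to 101924735) had at most 1 count in Ecad females and was at least 51-fold higher in ΔEcad females, and at least 5-fold without ΔEcad female 8, which had 70.3 TPM. The log2 fold changes were 3.58 (SE 0.65) for Akr1c14, 3.42 (SE 0.68) for Rasl11a and 1.77 (SE 0.35) for Rnase4.

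The genes lower in ΔEcad females with the smallest p were Slpi, Gm15728, Bpifa2, Igkv10-94 and Myrf, with edgeR adjusted p of 0.0394 to 0.0464. Slpi (chromosome 2, 164354070 to 164389095, overlapping Mir7678) was at 365.1 ± 565.1 TPM in Ecad and 15.8 ± 13.1 TPM in ΔEcad females (SD, n = 8 each), a log2 fold change of -4.81 (SE 1.10), and is uncertain because of that overlap. Ecad females 7 and 6 had 1307 and 1228 TPM, and the other Ecad females 0.51 to 286.0 TPM, against 2.16 to 36.7 TPM in ΔEcad females, so the groups overlapped. The Ecad mean was 230.6 TPM without Ecad female 7. The Ecad means of Bpifa2, Gm15728 and Myrf each rested on 1 tumour. Bpifa2 (chromosome 2, 154008265 to 154016079) reached 8313 TPM in Ecad female 3, and the other Ecad females had a mean of 0.127 TPM. The ΔEcad females had a mean of 0.294 TPM, or 0.173 TPM without ΔEcad female 6. The lower Bpifa2 in ΔEcad females thus rested on Ecad female 3. Counts were at or under 3 in 5 of 8 Ecad and 4 of 8 ΔEcad females. Gm15728 (chromosome 5, 117389139 to 117393498) reached 32.8 TPM in Ecad female 3. Its mean was 0.493 TPM in the other Ecad females and 0.434 TPM in ΔEcad females. Myrf (chromosome 19, 10208272 to 10240748) reached 66.6 TPM in Ecad female 1. Its mean was 1.21 TPM in the other Ecad females and 0.579 TPM in ΔEcad females. Igkv10-94 (chromosome 6, 68704508 to 68704978), an immunoglobulin segment of a multigene family and so uncertain, was at or under 3 counts in 5 of 8 Ecad females and at 348.1 TPM in Ecad female 6, 104.7 TPM in Ecad female 2 and 75.6 TPM in Ecad female 7. Its mean was 66.1 TPM, or 25.8 TPM without Ecad female 6, against 0.207 TPM in ΔEcad females, or 0.107 TPM without ΔEcad female 1.

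The tumours differed widely in skin content. The keratinocyte score was -1.60 ± 4.05 in Ecad females and 4.45 ± 6.05 in ΔEcad females (mean log2 CPM ± SD, n = 8 each). The difference of 6.05 had an exact permutation p of 0.0399, adjusted 0.266 over 12 lists and 5 comparisons. With keratinocyte and melanocytic scores as covariates, 9 genes were called, 2 of them among the 213. Of the 9, 2 were higher in ΔEcad females and the others lower, against 205 higher and 8 lower without the covariates. Grpr had a log2 fold change of 9.998 in that fit, with an edgeR adjusted p of 3.13e-05, in a range of 3.69e-18 to 0.0148 over its alternatives.

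**Figure D2:**
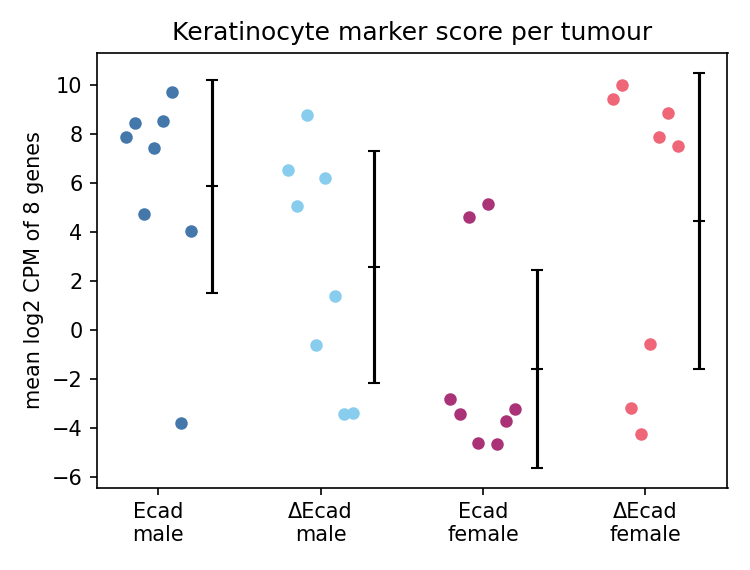
Keratinocyte score (mean log2 CPM of 8 genes) of each tumour by group, with the group mean and SD beside the points. Ecad females had a mean of -1.60, and the other groups had means of 2.57 to 5.87.

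Male ΔEcad and Ecad tumours were compared to ask the same of males. No gene was called, with 1814 at an unadjusted p under 0.05 and a smallest edgeR adjusted p of 0.28. DESeq2 called 21. The interaction of genotype and sex also called 0 genes, with 3131 at an unadjusted p under 0.05 and a smallest edgeR adjusted p of 0.0509, and DESeq2 called 1225. Across the 17717 genes, which are not independent replicates, female and male genotype log2 fold changes had a Pearson r of -0.378 and a Spearman rho of -0.222, with a jackknife error of 0.206 for r over the tumours. Without marker genes and genes correlated with a marker score, r was -0.099.

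Female and male Ecad tumours differed in 9 called genes, 2 higher and 7 lower in females, with 2828 genes at an unadjusted p under 0.05. DESeq2 called 1023. The higher genes were Xist (chromosome X, 103460366 to 103483254, 89.9 TPM on average against at most 0.2 TPM in each Ecad male, edgeR adjusted p 0.000375) and Pcdhgb2 (chromosome 18, 37689828 to 37841873, 16.1 ± 14.3 against 0.792 ± 0.222 TPM, SD, n = 8 each, edgeR adjusted p 0.0245). Both overlap other genes, Pcdhgb2 30 of them, and are uncertain. The lower genes with the smallest p lay on chromosome Y. Eif2s3y was at least 583-fold, Ddx3y at least 323-fold, Kdm5d at least 258-fold, Uty at least 89-fold and Gm4017 at least 8-fold lower. Gm4017 lies within Ddx3y, so both are uncertain. The other lower genes, named after their values were seen, were Gm29650 on chromosome Y and Rnase4, which was at 25.3 to 50.9 TPM in Ecad females and 144.8 to 248.2 TPM in Ecad males (log2 fold change -2.35, SE 0.36, edgeR adjusted p 0.000603).

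Female and male ΔEcad tumours differed in 7 called genes, with 1561 at an unadjusted p under 0.05. Grpr was higher in females (log2 fold change 6.43, SE 1.14, edgeR adjusted p 0.008). The 6 lower genes lay on chromosome Y (Gm4017, Eif2s3y, Uty, Kdm5d, Ddx3y and, named after its values were seen, Gm29650). Xist was not called (edgeR adjusted p 0.199), with the library labelled ΔEcad male 2 among the males.

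Hormone receptor genes were compared because the study placed ER signalling upstream of Grpr. It reported Esr1 together with Grpr only in cell lines of ΔEcad females, and altered Esr1 in cultured cells. The values here are from bulk tumours that differ in skin content, so they do not measure Esr1 in the tumour cells alone. Esr1 (chromosome 10, 4611593 to 5005614) was at 2.03 ± 1.36 TPM in Ecad and 2.21 ± 1.34 TPM in ΔEcad females (SD, n = 8 each), and did not differ (log2 fold change 0.08, SE 0.55, edgeR adjusted p 0.973). Its interaction was -0.48 (SE 0.78, edgeR adjusted p 0.795). In females, Gper1 changed by -0.51 (SE 0.48, edgeR adjusted p 0.692). Esr2, Pgr and Grp were not tested for lack of counts. Gper1 and Esr2 overlap other genes and are uncertain. The highest group means were 0.0362 TPM for Esr2 (0.02 TPM without ΔEcad female 2), 0.53 TPM for Pgr (0.0129 TPM without ΔEcad female 8) and 0.409 TPM for Grp, all in ΔEcad females.

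Among the beta-catenin targets, Apcdd1 (chromosome 18, 62922231 to 62961179) was at 2.77 ± 1.96 TPM in Ecad and 22.7 ± 20.6 TPM in ΔEcad females (SD, n = 8 each). The log2 fold change was 2.96 (SE 0.81), with an edgeR adjusted p of 0.0541 over all genes and 0.00808 adjusted over the list alone. Means in males were 15.3 TPM in Ecad and 16.7 TPM in ΔEcad tumours, or 9.21 TPM without ΔEcad male 7. The male log2 fold change was 0.14 (SE 0.76, edgeR adjusted p 0.961). Ecad females thus had the lowest group mean, as for the keratinocyte score. However, ΔEcad male 7 (69.4 TPM) and ΔEcad female 3 (48.5 TPM) had low keratinocyte scores, -3.43 and -3.21. These values were not adjusted for skin content, so the female difference in Apcdd1 cannot be separated from it. The edgeR adjusted p in females was 0.251 for Notum, 0.857 for Sp5, 0.925 for Axin2, 0.987 for Nkd1 and 0.871 for Yap1, of which Notum, Axin2, Nkd1 and Yap1 overlap other genes and are uncertain. Of 15 listed genes, the number under 0.05 adjusted over the list alone was 3 in the female genotype comparison, against 1 over all genes. It was 3 against 0 in males, 6 against 5 in each sex comparison, and 2 against 0 for the interaction. The 3 in females included Ddx3y, which only ΔEcad female 1 had above 3 counts, and the 3 in males included Xist, whose mean in ΔEcad males was 0.811 TPM, and 0.0114 TPM without ΔEcad male 2.

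No signature score passed the adjusted threshold in 40 tests, and 10 had an unadjusted permutation p under 0.05. With log2(TPM + 1), 4 passed. The ER activation score was 1.08 higher in ΔEcad than in Ecad females (7 of 8 tumours above the Ecad median, exact permutation p 0.0297, adjusted 0.133), and 5 of its 9 genes were not tested singly for lack of counts. It was -1.05 in female against male Ecad tumours (7 of 8 below the male median, exact permutation p 0.00715, adjusted 0.0631), and its interaction was 1.69 (permutation p 0.00789, adjusted 0.0631). The score was -1.85 ± 0.81 in Ecad males, -2.90 ± 0.52 in Ecad females, -2.46 ± 0.80 in ΔEcad males and -1.82 ± 1.12 in ΔEcad females (mean log2 CPM ± SD, n = 8 each). The neural crest-like score was -0.97 in ΔEcad against Ecad males (8 of 8 below the median, exact permutation p 0.00606, adjusted 0.0631), -1.28 in female against male Ecad tumours (8 of 8 below, exact permutation p 0.00311, adjusted 0.0622) and 1.64 for the interaction (permutation p 0.00292, adjusted 0.0622). In each of these comparisons the keratinocyte score differed in the same direction. It differed by 6.05 between the female genotypes, -3.30 between the male genotypes, -7.47 between the sexes in Ecad and 9.35 for the interaction (adjusted permutation p 0.167 to 0.402). No signature score was adjusted for it, so the ER activation and neural crest-like differences cannot be separated from skin content. In the female genotype comparison, the difference was 0.02 for YAP1 activation, 0.48 for invasive, 0.67 for neural crest-like, -0.96 for pigmentation, 0.71 for starved-like, 0.95 for anoikis resistance and 1.29 for the beta-catenin targets, with 4 to 7 of 8 tumours on that side and adjusted permutation p of 0.192 to 0.967.

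Relations of Grpr within the 8 ΔEcad females were computed for 5 measures, all from bulk tumour RNA, and none passed. The Pearson r was 0.0861 with Esr1 (exact permutation p 0.87, adjusted 0.87), -0.608 with Cdh1 (p 0.1, adjusted 0.254), 0.307 with the beta-catenin score (p 0.475, adjusted 0.791), 0.136 with the YAP1 score (p 0.745, adjusted 0.87) and -0.626 with the ER score (p 0.101, adjusted 0.254). The Spearman rho, in the same order, was 0.191 (exact permutation p 0.665, adjusted 0.665), -0.548 (p 0.171, adjusted 0.427), 0.405 (p 0.327, adjusted 0.487), 0.357 (p 0.389, adjusted 0.487) and -0.548 (p 0.171, adjusted 0.427). Without the 2 tumours farthest from the median of Grpr, r was 0.288 with Esr1, -0.483 with Cdh1, 0.571 with the beta-catenin score, -0.0036 with the YAP1 score and -0.0959 with the ER score.

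**Figure D3:**
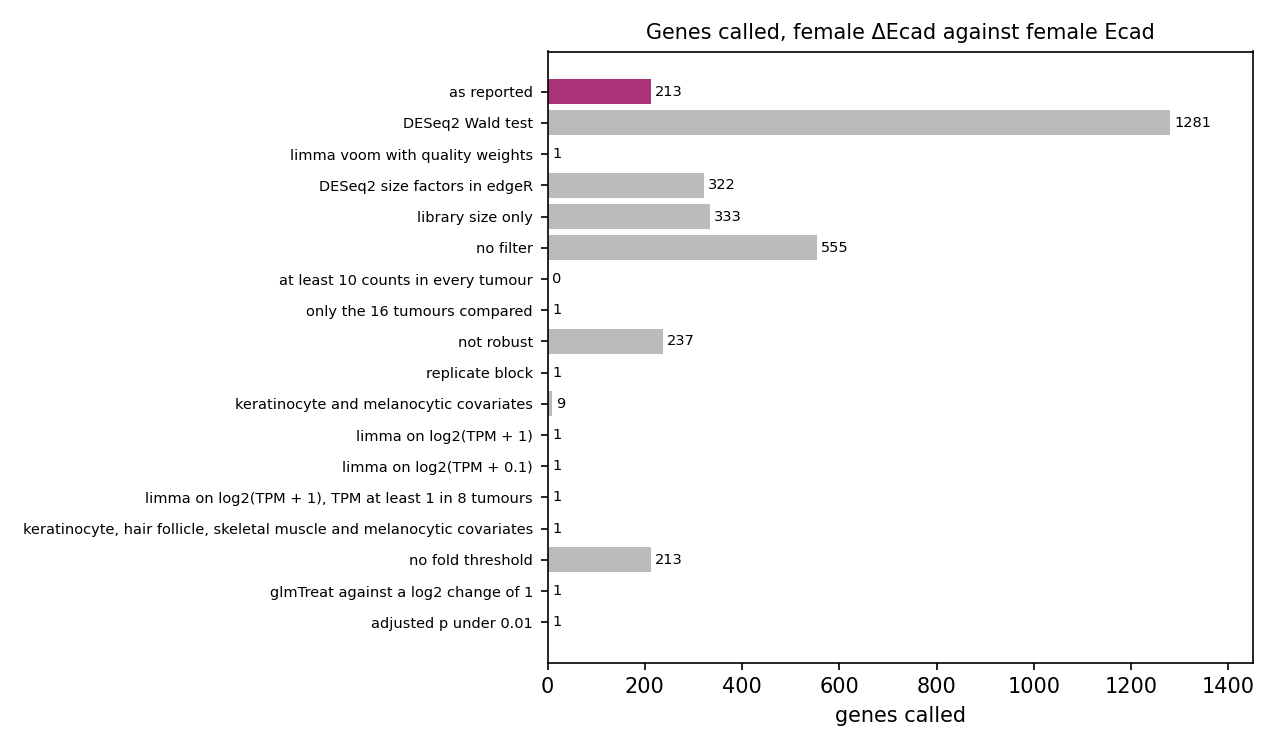
Number of genes called in ΔEcad against Ecad females under each setting, as bars from 0. The number was 213 as reported, and ran from 0 to 1281 over the alternatives drawn.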

Values the study reported

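The study reported sequencing 32 mouse tumours. It reported lung metastases in 63% of female ΔEcad mice (15 of 24) and in 16% of female Ecad mice (3 of 19).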

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

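The tests of the sex genes in ΔEcad male 2, of male reads in ΔEcad female 1 and of depth in ΔEcad male 7 and ΔEcad female 3 were chosen after the result was seen, and the other tests before. A tumour is listed here where it lay far from the other 7 of its group. This held for 28 of 147 groups of values, and chance gives 1 in 20.

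The library labelled ΔEcad male 2 was high in Xist (log2 CPM 5.81) and at the value of 0 counts, -5.19, in Ddx3y, Uty, Kdm5d and Eif2s3y. Loss of the Y chromosome alone is argued against, since it leaves Xist at the male level, at most 0.2 TPM in the other males, and this library had 6.41 TPM. A mix with tissue of a male that carries the Y chromosome is argued against too, since 0 counts over these genes allow at most 0.206% of such tissue, measured against the lowest other male. A mislabelled sample cannot be told apart from other causes, such as Y-free male cells mixed with female tissue, because 6.41 TPM lies between the other males and the lowest female, at 8.55 TPM. That female, Ecad female 6, was itself low in Xist (log2 CPM 6.01), for which no biological explanation was tested.

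ΔEcad female 1 was high in Ddx3y (log2 CPM -0.69), Uty (-1.42), Kdm5d (-0.81) and Eif2s3y (-0.29), with 92 counts in all. These genes reached 1.48% to 3.24% of their mean in males, shares within 2.18 times of each other, which is consistent with reads from a male library. No biological explanation was tested.

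Ecad male 8 was low in Kdm5d (log2 CPM 0.64) and Eif2s3y (2.35), which are neighbours on chromosome Y, while Uty was at 86.1% and Ddx3y at 76% of the Ecad male median. The further expressed gene beside the low pair, Gm29650, was at 7.21% with 8 counts against a median of 109, and shares 0% of its 50-base words with Eif2s3y, Kdm5d or Uty. Loss of a stretch of the Y chromosome may explain this, a hypothesis that rests on 1 further gene. The same tumour was high in Nkd1 (log2 CPM 7.91), which was not explained.

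ΔEcad male 7 was low in the pigmentation (0.885), melanocytic (0.783) and starved-like (-1.77) scores. The pigmentation and melanocytic lists share 4 genes, so these are not separate observations. Dct was at 4.98 TPM, against a median of 11260 TPM over all tumours. Low depth is argued against, as its total count ranked 23 from the lowest of 32. Tissue of another type in place of melanocytic cells may explain it. The tumour led 1 of the 11 other marker lists, fibroblast, at 9.96, with 194.0 TPM of Pdgfra against a median of 6.01 and 404.1 TPM of Dcn against 63.7. A tumour leads at least 1 of 11 lists with a chance of 29.5%, so this test is weak, and loss of melanocytic expression by the tumour cells stays open.

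ΔEcad female 3 was low in the endothelial (-3.72), red blood cell (-5.19) and macrophage (0.82) scores. Low depth is argued against, as its total count ranked 30 from the lowest of 32. It was the lowest of the 32 tumours in 8 of 8 further genes of vessels, pericytes and leukocytes, with 0 counts of C1qa, where the lowest other tumour had 63.4 TPM. This is consistent with a sample without tumour stroma, such as cultured cells. Melanocytic genes were present, with 3806 TPM of Mlana. Among fibroblast genes it was the highest in Col1a1 (4361 TPM) and the lowest in Dcn (2.24 TPM) and Lum (0.11 TPM). It held the highest Grpr value. No biological explanation was tested.

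Other values lay low in their group for Esr1 in ΔEcad female 5 (log2 CPM 1.05), Apcdd1 in Ecad male 7 (-1.31), Axin2 in Ecad female 1 (1.54) and the keratinocyte score in Ecad male 7 (-3.79). Values lay high for Pgr in Ecad male 7 (log2 CPM -1.80) and ΔEcad female 8 (3.23), Nkd1 in ΔEcad female 4 (8.73), the ER activation score in ΔEcad male 3 (-0.791) and the B cell score in Ecad male 3 (0.45). No explanation was tested for these.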

How the results depend on the processing

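The number of genes called in ΔEcad against Ecad females, 213, moved under many settings. It was 1281 with DESeq2 (205 shared), 555 without a filter (213 shared), 333 with library size only (212 shared) and 322 with DESeq2 size factors (213 shared). It was 9 with keratinocyte and melanocytic covariates, of which 2 were higher in ΔEcad and the others lower. It was 0 with at least 10 counts in every tumour (1046 at an unadjusted p under 0.05), a filter that removes Grpr. It was 1 with limma voom, only the 16 tumours compared, each limma fit of log2 TPM, glmTreat, an adjusted p under 0.01, and 4 marker scores as covariates, the last chosen after seeing the data. It ran from 1 to 695 across the 32 fits that each left out one tumour, with 10 fits at 3 or fewer. It was 1 without any of Ecad females 1, 2, 3, 6, 7 or 8 or ΔEcad females 2 or 7, 2 without Ecad female 4 and 3 without ΔEcad female 1. It was 84 to 132 without any of Ecad males 1, 2, 4 or 5 or ΔEcad males 2 or 5, and 330 to 695 without any of ΔEcad males 3, 7 or 8, Ecad male 7, Ecad female 5 or ΔEcad females 3, 4, 5 or 8, the highest without ΔEcad female 4. The cause was not tested beyond the covariates.

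Other numbers of called genes moved too. DESeq2 gave 21 for males, 1023 for Ecad sex, 24 for ΔEcad sex and 1225 for the interaction. The interaction gave 506 with library size only, 284 without a filter, 201 with DESeq2 size factors, 2 with the covariates and 1 with log2(TPM + 0.1). Ecad sex gave 115 with limma voom, 16 with the covariates and 1 with the filter on every tumour. ΔEcad sex gave 0 with that filter (864 at an unadjusted p under 0.05) and with only the 16 tumours compared (794). Males gave 1 with the covariates. Leaving out one tumour gave 8 to 21 for Ecad sex (21 without Ecad female 5 and 14 without ΔEcad female 3), 7 to 8 for ΔEcad sex, 0 for males (1360 to 2503 at an unadjusted p under 0.05) and 0 to 848 for the interaction. The interaction had 22 fits at 0 (2573 to 3615 at an unadjusted p under 0.05), 1 gene without Ecad male 4, and 185 to 848 without any of Ecad males 3, 7 or 8, Ecad female 5, ΔEcad male 3 or ΔEcad females 3, 4, 5 or 8. With library size only, the median log2 change of all genes moved from -0.164 to 0.14 for the interaction, from -0.018 to 0.09 for females, from 0.113 to -0.077 for males, from 0.048 to -0.105 for Ecad sex and from -0.057 to 0.089 for ΔEcad sex. The causes were not tested.

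The Grpr change in females kept its direction and an adjusted p under 0.05 in 13 other settings (5.18 to 10.6) and in 32 of 32 fits without one tumour (9.76 to 11.3). Its interaction passed with DESeq2 (6.62), DESeq2 size factors (6.63), library size only (6.67), no filter (6.61) and log2(TPM + 0.1) (6.57), and in 9 of 32 fits without one tumour (the 9 tumours just named), over a range of 6.13 to 7.78. Over its 12 other settings it ran from 4.61 to 8.37. The Cdh1 interaction passed with DESeq2 (3.40) and without ΔEcad male 3, with 2.94 to 4.30 over the fits without one tumour. Over its 13 other settings it ran from 0.154 to 5.11 (adjusted p 0.0486 to 0.984), the lowest with keratinocyte and melanocytic covariates. The causes were not tested.

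The female Cdh1 change turned positive with DESeq2 (0.076), DESeq2 size factors (0.076), limma voom (0.926), library size only (0.266), no filter (0.088) and the filter on every tumour (0.184), and ran from -0.385 to 0.34 without one tumour, positive without any of Ecad females 1, 3 or 8 or ΔEcad females 3, 4, 5 or 6. The female Esr1 change turned negative with the covariates (-0.122) and with 4 scores (-0.236), and ran from -0.111 to 0.333 without one tumour, negative without any of Ecad females 3, 6 or 7 or ΔEcad female 8. The Esr1 interaction turned positive with limma voom (0.175), log2(TPM + 1) with and without its filter (0.198) and log2(TPM + 0.1) (0.538), and ran from -0.709 to 0.427 without one tumour, positive only without ΔEcad male 5 (0.427). None of these reversed values passed the threshold, and the cause was not tested.

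With the tumour number as a replicate block the female number was 1, the female Cdh1 change 0.703 and the Esr1 interaction 0.179, and 8 genes were called for Ecad sex and 7 for ΔEcad sex. The numbers do not pair the tumours, since 18 of 48 same-number pairs had a correlation of deviations over 0.1 (median 0.042).

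Of 40 signature comparisons, 3 passed with a prior count of 0.1, 4 with log2(TPM + 1) and 2 with DESeq2 size factors, and 0 with camera and fry (13 and 6 at an unadjusted p under 0.05). In these settings and without single genes, ER activation and neural crest-like scores were the ones that passed. YAP1 scores changed sign in the female genotype comparison with z-scores (-0.023) and without Ccn1 (-0.158) or Tead4 (-0.025), in males without Tead4 (0.046), in Ecad sex without Ccn1 (0.034) or Tead4 (0.005), in ΔEcad sex without Tead4 (-0.066) and in the interaction without Tead4 (-0.07). The invasive score did so in ΔEcad sex with log2(TPM + 1) (0.019) and in the interaction with z-scores (-0.003) and without Axl (-0.108), Ccn1 (-0.042) or Tnc (-0.3). Without the 2 tumours farthest in Grpr, its r with the YAP1 score was -0.004 and its rho with the ER score 0.086. The correlation across genes was -0.099 without marker-related genes. The causes were not tested.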

Other observations

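The tests of Grpr and Cdh1 against the keratinocyte score, and of Grpr after thinning, were chosen after the result was seen, and the other tests before.

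For each comparison 100 splits of the same tumours were fitted, the real one included. In females, 2 of 100 splits of the genotypes called as many genes, and 9 gave as many genes at an unadjusted p under 0.05. In males, 100 did (the real number being 0, with 1814 at an unadjusted p under 0.05), and 20 gave as many at an unadjusted p. Between the sexes, 1 and 3 splits did so for Ecad, and 5 and 51 for ΔEcad. For the interaction, 100 splits called as many genes (the real number being 0, with 3131 at an unadjusted p under 0.05), and 2 gave as many at an unadjusted p. The interaction splits shuffled sex within genotype, which assumes no sex effect in either. No gene separated any group from the other 24 tumours, while 6 genes separated the female genotypes, 7 the male genotypes, 20 the sexes in Ecad and 2 the sexes in ΔEcad, where chance gives 2.75.

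Keratinocyte and hair follicle content that differs between the female groups is a candidate explanation for many of the 213 genes. In the 16 male tumours, which are not part of that comparison, the 208 called genes outside the marker lists had a median Spearman rho of 0.754 with the keratinocyte score, against a central range of 0.171 to 0.3 over 10000 random sets matched on expression. The median of Krt14 was 0.195 TPM in Ecad females and 2792 TPM in ΔEcad females, and that of Krt5 0.125 and 1829 TPM. Of the 8 keratinocyte genes, 6 had a median over 1 TPM in these tumours and 0 were in another list, and of the 6 hair follicle genes 1 had such a median. Depth is argued against as the whole cause, since 174 of the 213 genes were called again with every tumour thinned to the lowest total. A trend on gene length and GC content accounted for little of the change. For the called genes higher in ΔEcad females, the median log2 change was 5.18 before the trend was subtracted and 5.15 after. These genes were selected for a large change, so this test is weak. Dominant genes are argued against too, since 213 were called again without the 100 genes with most counts. Whether skin content follows dissection or genotype stays open.

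No marker list passed in 60 tests (9 at an unadjusted permutation p under 0.05, smallest adjusted p 0.167). In ΔEcad against Ecad females the differences were 6.05 for keratinocyte, 4.40 for hair follicle, -0.96 for melanocytic, 0.10 for macrophage, 0.60 for T cell, -1.08 for B cell, 1.23 for fibroblast, -0.32 for endothelial, 2.17 for skeletal muscle, 2.91 for adipocyte, 0.90 for Schwann and 0.24 for red blood cell genes, on the log2 scale, with adjusted permutation p of 0.266 to 0.987. Of the 4 B cell genes 1 was not tested singly for lack of counts, and 4 melanocytic genes are also in the pigmentation list.

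Skin content is argued against as the cause of the higher Grpr in ΔEcad females. Within these 8 tumours its Spearman rho with the keratinocyte score was -0.714 (exact permutation p 0.0576, adjusted 0.0576) and its Pearson r -0.639 (p 0.088, adjusted 0.088), or -0.303 without the 2 tumours farthest from the median score, so a negative relation rests on those tumours. Grpr did not rise with the score, and its adjusted p in edgeR stayed under 0.05 with marker scores as covariates. Depth is argued against too, since after thinning the lowest ΔEcad female count was 84 and the highest Ecad female count 6. A change in tumour cells that depends on genotype stays open as a hypothesis.

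Cdh1 RNA from keratinocytes is a candidate explanation for Cdh1 not being lower in ΔEcad females. Within these 8 tumours Cdh1 had a Spearman rho of 0.905 with the keratinocyte score (exact permutation p 0.0046, adjusted 0.0137) and a Pearson r of 0.888 (p 0.0061, adjusted 0.0182), or 0.982 without the 2 tumours farthest from the median score. Within the 8 ΔEcad males rho was 0.762 (exact permutation p 0.0368, adjusted 0.0551) and r 0.765 (p 0.0314, adjusted 0.0471), or 0.906 without the 2 farthest. With keratinocyte and melanocytic scores as covariates, the female log2 fold change was -2.80, with an edgeR adjusted p of 0.305, in a range of 0.305 to 1 over its alternatives.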
